A study of Homo sapiens with 6 samples. Its data were reported in "Integrated Systems Biology Approach Identifies Novel Maternal and Placental Pathways of Preeclampsia" (2018).

How the data were processed

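HTR8/SVneo cells received siRNA against *ZNF554* or a scrambled siRNA, each at 100 nM, and were collected after 48 h (3 arrays per group, all 6 on 1 BeadChip). According to the study's methods, the arrays were of the Illumina HumanHT-12 v4 type. Biotin-labeled RNA (TotalPrep kit) was applied to them, and BeadStudio gave the unprocessed signal from the scans of a BeadArray Reader. The deposited table holds, for each array, the authors' non-normalized average probe intensity on a linear scale, without background subtraction to 0 (range 68.3 to 25914 over the 6 arrays). Beside each intensity the deposited table holds a detection p-value, which compares the probe with the negative control beads of that array. Detection p-values were used only to count and filter detected probes and to estimate background. No genome build applies, and no coordinates are given. The groups and replicate numbers were taken from the sample labels, and each column was assigned through the array name in the sample's description. Arrays A to C of the BeadChip held control samples and D to F silenced samples, so position on the chip and group are confounded.

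Intensities were quantile normalized and log2 transformed without a pseudocount, and the groups were compared with limma (version 3.58.1 in R 4.3.3), by a linear model with empirical Bayes moderation, two-sided, with Benjamini-Hochberg adjustment over all 47307 probes. A probe was called DE at an adjusted p under 0.1 and a fold change over 1.5, after the study's stated criteria. A gene was called DE when any of its named probes was. No probe filter was used. Fold changes are ratios of normalized intensities that still contain background, and they understate the change of dim probes. The same steps were tested on simulated data with 200 changed probes among 47307. All 67 probes changed 2-fold and all 66 changed 3-fold were recovered, none of the 67 changed 1.2-fold passed, and 0 unchanged probes passed. No simulated size lay near the 1.5-fold threshold, while the DE probes of the real data had a median fold of 1.62. Errors were drawn independently with the moderated SD. Recovery of changes near the threshold was thus not tested.

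The deposited table pairs no probe with a gene symbol, and no annotation of this array was used here. Symbols were taken from the study's supplementary tables for HTR8/SVneo and BeWo cells where these pair a probe identifier with a symbol. The direction columns of the BeWo table and of the list of placental DE genes were used to split those lists, and no fold change or p-value of the study was used as data. A consequence is that *ZNF554*, most list members and 21 of the 228 DE probes could not be named. The text names the 12 genes with the largest rise and the 12 with the largest fall among named DE probes whose groups did not overlap, the 8 genes the study followed by qRT-PCR, and up to 4 members with the smallest p of each gene list. Unless stated, the fold of a gene with several named probes is that of the probe with the largest change. In the gene lists it is that of the probe with the smallest p. Gene lists, tests and alternatives were fixed before the data were examined, but after the study's own table of DE genes for these arrays had been read. Several lists were composed with that table in view, among them those of PTB splicing repressors, the PP2A complex, snoRNP and ribosome biogenesis, thiol redox and actomyosin contractility, so they were not chosen blind to the result. In all, 29 lists were fixed and 25 had a named member. The planned set tests of the lists and the Fisher exact test of the overlap with placental DE genes were not run, because they need all probes to be named. The exact binomial test of direction, planned only for a table that names genes, was run on the named shared genes after their directions had been seen.

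Alternatives were no normalization, median scaling, cyclic loess, normexp background correction from the detection p-values (offset 16), pseudocounts of 16 and 50, filters on detection p (under 0.05 in at least 3 arrays, under 0.01 in all 6), an intensity trend in the prior variance, array weights, no moderation, a replicate block, other thresholds, limma's treat, and leaving out each array in turn. The lists of BeWo genes in the closing part were tested with limma's camera with an inter-gene correlation of 0.01, with camera with an estimated correlation, with fry, and against 10000 random probe lists matched on mean log2 intensity. Those tests were chosen after the data were seen.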

Results

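Gene expression was measured in HTR8/SVneo cells, an immortalized line of extravillous trophoblasts, the placental cells that invade the maternal decidua. Cells were treated with 100 nM siRNA against *ZNF554*, which encodes a zinc finger protein, or with 100 nM scrambled control siRNA, and RNA was collected after 48 h. Each treatment had 3 arrays, all on 1 BeadChip, and 47307 probes were measured on each array. Between 17398 and 18973 probes per array had a detection p-value under 0.05. The small number of arrays limits the precision of every value. The study's methods describe cultures at several oxygen concentrations and do not state which was used for the arrays. The sources do not say that the arrays came from separate cultures, so p-values measure the spread between these arrays, which may be technical. The median intensity was 94.7 for control replicate 1 and between 118 and 126 for the other 5 arrays. After quantile normalization, correlations across probes were 0.993 to 0.996 for pairs of arrays within a group and 0.989 to 0.993 for pairs between groups.

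The silenced gene itself was not checked here, because no probe of the deposited table could be tied to *ZNF554*. The table lists probe identifiers without gene symbols. Symbols were therefore taken only where supplementary tables of the study pair a probe with a symbol, as names and not as values. This named 322 probes and 286 genes. Of these probes, 211 come from a table of genes that the study selected on these same arrays, and the others from its table for BeWo cells, with 22 probes in both. A named gene was thus mostly known to differ before it was named, and the counts by gene group below are not independent evidence of a direction. A gene without a name, *ZNF554* among them, is in neither table, so the study did not select it on these arrays. Of the 228 DE probes here, 21 have no name and could belong to such genes.

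The first question was which genes changed when *ZNF554* was silenced. The largest rise was that of *PTBP2*, a splicing repressor best known from neurons, which was 3.38-fold higher in *ZNF554*-silenced cells (log2 intensity 9.45 ± 0.13 against 7.69 ± 0.13 in controls, SD, n = 3 each). Next were the histone gene *HIST1H2BK* (2.97-fold), the spliceosomal gene *SNRNP27* (2.43-fold) and *SERPINE1*, the gene of plasminogen activator inhibitor-1 (2.20-fold). The other named *HIST1H2BK* probe was 1.99-fold higher. The deepest fall was that of *PPME1*, the methylesterase of protein phosphatase 2A, which was 2.69-fold lower (9.65 ± 0.02 against 11.08 ± 0.11). The kinase gene *STK40* (2.19-fold lower) and the cyclin gene *CCNY* (1.97-fold lower) followed. The other genes among the 12 largest rises were *C4orf49*, *SAR1B*, *SLC11A2*, *PTBP3*, *PDLIM7*, *SLC20A1*, *ITGB5* and *CTHRC1*, at 2.15-fold to 1.94-fold. The other genes among the 12 largest falls were *GAR1*, *BRWD1*, *JARID2*, *LOC732360*, *LETM1*, *LPP*, *NMD3*, *EIF4G2* and *MARCH3*, at 1.96-fold to 1.81-fold lower.

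**Figure D1:**
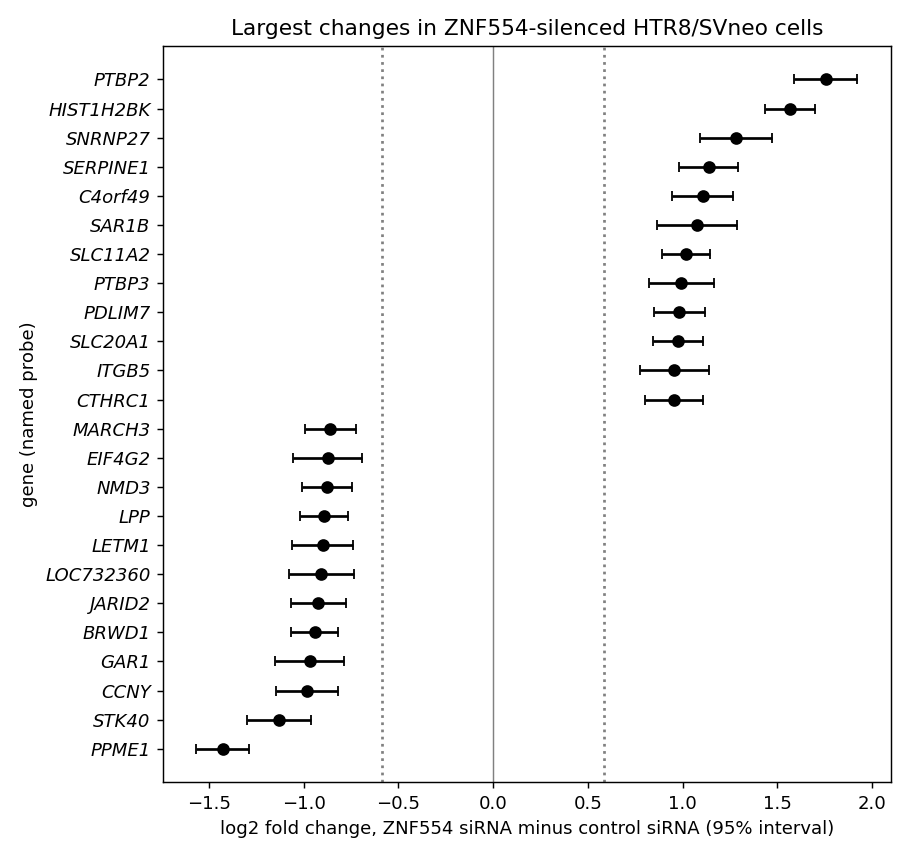
The horizontal axis gives the log2 fold change (silenced minus control) of the 12 named genes with the largest rise and the 12 with the largest fall, with 95% intervals from limma (3 arrays per group), and dotted lines mark a fold of 1.5. *PTBP2* lies at 1.76 (1.59 to 1.92) and *PPME1* at -1.43 (-1.57 to -1.29).

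In limma's moderated test, 228 of the 47307 probes were differentially expressed (DE) at an adjusted p under 0.1 and a fold change over 1.5, 126 of them higher and 102 lower in silenced cells. The median fold of these probes was 1.62, and 11 exceeded 2-fold. All 228 also had an adjusted p under 0.05. In each of the 228, the 3 silenced values lay all above or all below the 3 control values, which holds for 19.3% of all probes and for 10% by chance. The threshold itself favours such probes, so this is not separate evidence of a change. Of the 228 probes, 207 could be named, giving 180 DE genes, 96 higher and 84 lower. All 23 genes with more than 1 DE probe had their probes changed in the same direction. Among the 21 DE probes that could not be named, 12 were higher and 9 lower. ILMN_1791478 (log2 fold change 0.92) and ILMN_2180682 (0.91) had the largest rises of these, and ILMN_1777096 (-0.99) and ILMN_1782331 (-0.89) the deepest falls. The split between directions depended on the scaling of the arrays. Without normalization 761 probes were higher and 16 lower, and with median scaling 353 were higher and 39 lower. Of the 77 probes followed for the named genes, 19 no longer passed without normalization and 11 with median scaling, all of them lower in silenced cells, and no DE probe changed direction under either. Under each of these settings 3 of the 77 probes newly passed.

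Of 8 named mitosis genes among the 38 listed, 6 were lower, none was higher and 2 did not pass. *CKS2*, a partner of cyclin-dependent kinases, was 1.57-fold lower, the chromosomal passenger gene *INCENP* 1.58-fold lower and the phosphatase gene *CDC25C* 1.62-fold lower. *PRC1*, which bundles spindle microtubules, did not pass the fold threshold, with a log2 fold change of 0.58 ± 0.06 (SE). All 3 named DNA replication genes among the 38 listed were lower, namely *DBF4* (1.65-fold), *KIAA0101* (1.55-fold) and the ribonucleotide reductase gene *RRM2* (1.67-fold). Of 4 named genes among the 18 listed with G1 cyclins and CDK inhibitors, 3 were lower. These were the G1 cyclin gene *CCND1* (1.75-fold) and the genes of other cyclins *CCNY* and *FAM58A* (1.56-fold). The fourth was the CDK inhibitor gene *CDKN1A*, the only named p53 target, whose fold of 1.48 lay just under the threshold (log2 fold change 0.56 ± 0.07, adjusted p = 0.000151). With median scaling, *CKS2*, *INCENP*, *CDC25C*, *DBF4*, *KIAA0101*, *RRM2* and *FAM58A* kept their direction but no longer passed, and *CDKN1A* and *PRC1* passed. Without normalization *CCND1* did not pass either. All 6 named histone genes among the 30 listed were higher. The list holds replication-dependent histones whose mRNA can be polyadenylated, the form read by oligo-dT primed labeling, so total histone mRNA was not measured. After *HIST1H2BK*, *HIST1H2BD* was 1.88-fold, *HIST1H2BJ* 1.63-fold and *HIST1H2AC* 1.61-fold higher.

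All 4 named genes among the 19 listed for plasminogen activation and coagulation were higher. Beside *SERPINE1* these were the thrombin receptor gene *F2R* (1.59-fold), the urokinase gene *PLAU* (1.57-fold) and the urokinase receptor gene *PLAUR* (1.52-fold). Both the activator and its inhibitor thus moved in the same direction. Of the 31 genes listed with metalloproteinases and their inhibitors, 3 were named, and none of the 3 encodes a metalloproteinase. *TIMP3*, an inhibitor, was 1.71-fold higher, while *SPOCK1* and *BSG* were 1.62-fold and 1.66-fold lower. Of 7 named extracellular matrix genes among the 52 listed, 6 were higher and 1 did not pass. *CTHRC1* was 1.94-fold, *TGFBI* 1.78-fold, *TNC* 1.62-fold and *PLOD3* 1.56-fold higher. All 4 named genes among the 36 listed for integrins, syndecans and cell adhesion were higher. These were *ITGB5* (1.94-fold), *ALCAM* (1.78-fold), *SDC1* (1.54-fold) and *CEACAM1* (1.53-fold). The 9 named actomyosin genes went both ways, with 3 higher, 3 lower and 3 not past the threshold. *PDLIM7* (1.97-fold) and the phosphatase inhibitor gene *PPP1R14B* (1.91-fold) were higher, and *LPP* (1.86-fold) and *MARCKS* (1.73-fold) were lower. In the insulin-like growth factor axis 3 of 4 named genes were higher, *IGFBP5* (1.82-fold), *IGFBP7* (1.54-fold) and the imprinted RNA *H19* (1.52-fold), and *CRIM1* was 1.52-fold lower. Of the lower genes in this paragraph, *SPOCK1*, *BSG* and *CRIM1* did not pass with median scaling, and these and *MARCKS* did not pass without normalization.

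Both named PTB splicing repressors were higher on 2 probes each, *PTBP2* and *PTBP3* (1.99-fold on the probe with the larger change). All 3 named genes among the 26 listed for snoRNP and ribosome biogenesis were lower, *GAR1*, *NMD3* (1.84-fold) and *NOP14* (1.54-fold). Both named translation initiation factors among the 30 listed were also lower, *EIF2D* (1.81-fold) and *EIF4G2* (1.83-fold). Of the other named *EIF4G2* probes, ILMN_1761519 was 1.55-fold lower. The brightest, ILMN_2380946, was 1.36-fold lower and did not pass. For the PP2A complex 3 of the 22 listed genes were named. *PPME1* and the scaffold subunit gene *PPP2R1A* (1.75-fold) were lower and *STRN3* did not pass (log2 fold change -0.31 ± 0.13, SE). Of the 28 listed thiol redox genes, 4 were named. *TMX1* (1.73-fold), the thioredoxin reductase gene *TXNRD1* (1.80-fold) and *TXNDC12* (1.80-fold) were lower and *GLRX2* (1.53-fold) was higher. *NOP14* did not pass with median scaling, and *NOP14*, *EIF2D*, *EIF4G2*, *PPP2R1A*, *TMX1*, *TXNRD1* and *TXNDC12* did not pass without normalization.

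**Figure D2:**
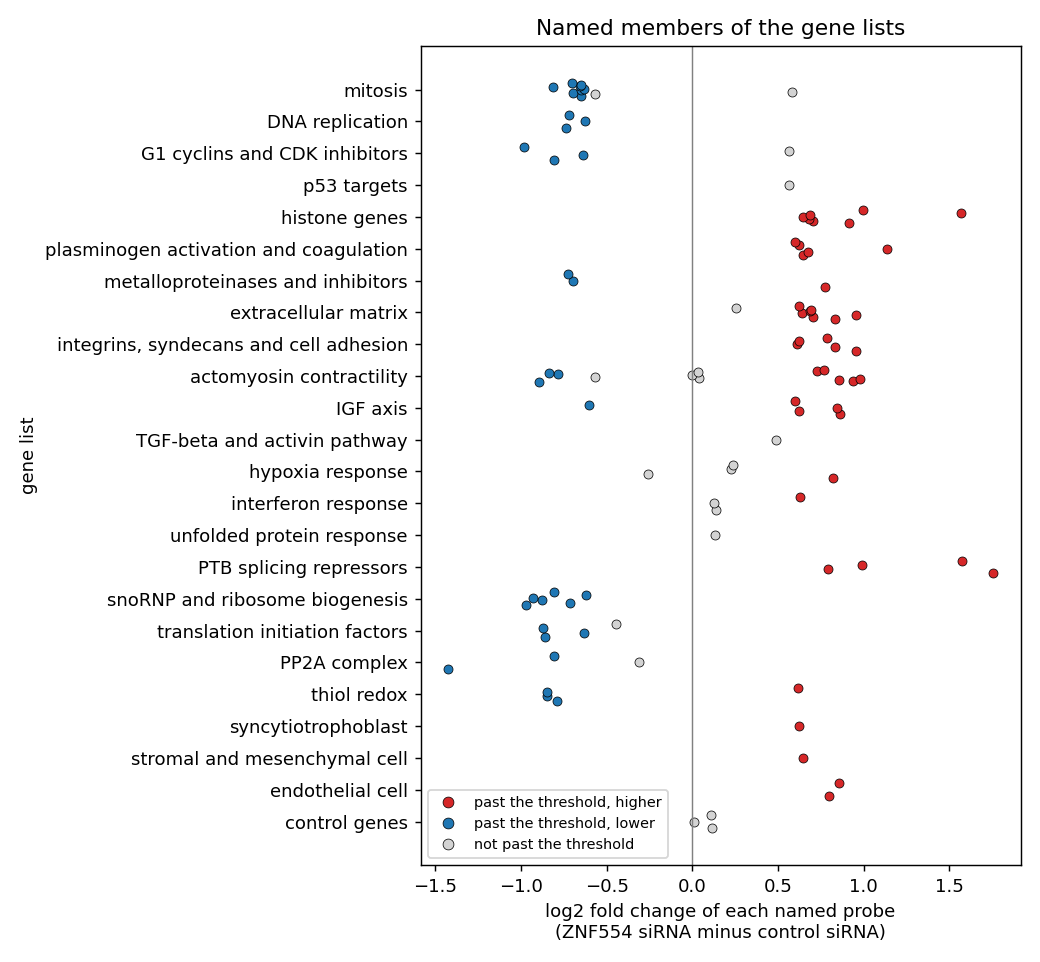
The horizontal axis gives the log2 fold change (silenced minus control) of each named probe in each gene list, with 1 point per probe, coloured by whether it passed the threshold. The points of the histone genes lie between 0.64 and 1.57, and those of snoRNP and ribosome biogenesis between -0.97 and -0.62.

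Other groups had few named members. Of 3 named hypoxia genes *ANGPTL4* was 1.77-fold higher, and *P4HA2* (log2 fold change 0.24 ± 0.07, SE) and *HK2* (-0.26 ± 0.10, and 0.01 without normalization) did not pass. Of 3 named interferon response genes *TMEM173* was 1.55-fold higher. *IFITM1* (0.14 ± 0.07) and *IFI27* (0.13 ± 0.06) did not pass, and *IFI27* was not detected on any array. The only named gene of the unfolded protein response, *ASNS* (0.13 ± 0.08), and the only named control gene, *TUBB* (0.11 ± 0.06), did not pass. For cell type markers, the syncytiotrophoblast gene *SDC1*, the mesenchymal gene *MSX1* (1.57-fold) and the endothelial gene *CD34* (1.74-fold) were the only named members of their lists, and all were higher. No member was named for extravillous trophoblast, leukocyte or pluripotency markers or for the neighbours of *ZNF554* on 19p13.3. With p adjusted over the list alone, no count of any list differed from the count given here, which for genes chosen on these arrays is not independent evidence. No set test was run, since the unnamed members of each list could not be found.

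The second question concerned the 8 genes that the study followed by qRT-PCR in these cells. Of these, 5 were higher, 1 was lower and 2 did not pass. All but *FSTL3*, which is named only by the BeWo table, are in the study's table of genes selected on these arrays, so the count is not independent evidence. *SERPINE1*, *ITGB5*, *MYL12A* (1.81-fold), *TIMP3* and *SDC1* were higher and *STK40* was lower. *CDKN1A* and the activin antagonist gene *FSTL3* (1.40-fold, log2 fold change 0.49 ± 0.09, SE, adjusted p = 0.00307 in limma) did not reach a fold of 1.5. *FSTL3* was also the only named gene of the TGF-beta and activin pathway. *MYL12A* had the widest spread in silenced cells (12.54 ± 0.51, SD, n = 3, against 11.68 ± 0.08 in controls).

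**Figure D3:**
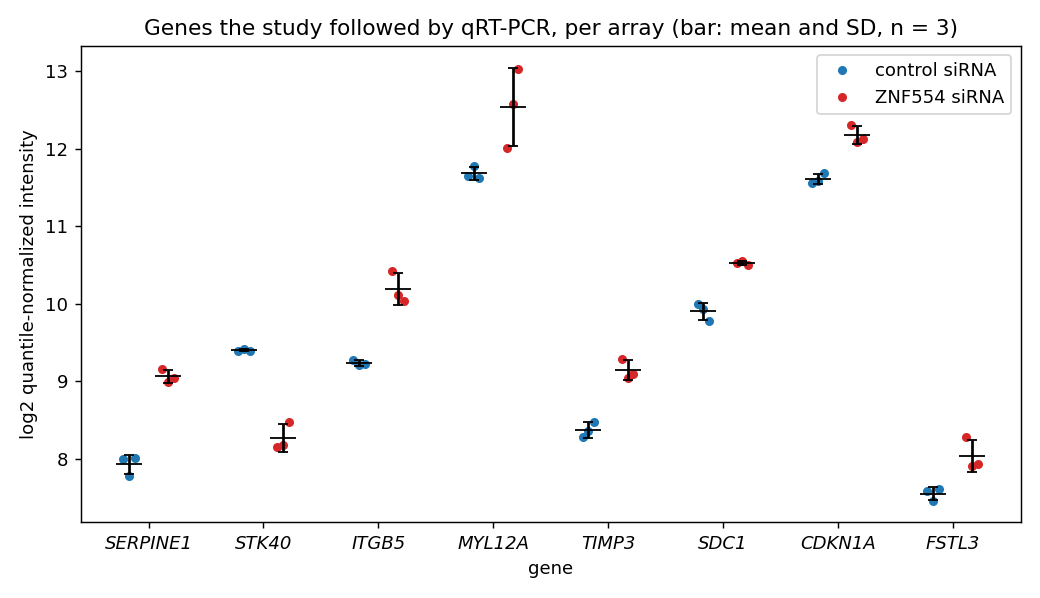
The vertical axis gives the log2 quantile-normalized intensity of the 8 genes followed by qRT-PCR, with 1 point per array and bars for the mean and SD of the 3 arrays per group. All 3 silenced arrays lie on one side of the 3 control arrays for each gene, and *MYL12A* has the widest spread (12.54 ± 0.51 in silenced cells).

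The third question was whether the DE genes are also dysregulated in the placenta in preterm preeclampsia. Of the 180 named DE genes, 15 are on the study's list of placental DE genes, which was made on other samples. The direction was the same for 7 of the 15 (exact binomial test, two-sided, p = 1). Both were higher for 3 genes, *PTMA*, *FGFR3* and *BASP1*, and both lower for 4 genes, *LPP*, *TXNRD1*, *DAB2* and *RNF34*. The other 8 were higher here and lower in the placental list, among them *SLC20A1*, *HIST1H2BD*, *MSX1* and *CEACAM1*, and 0 were lower here and higher there. The binomial test takes the same and the opposite direction as equally likely. With directions this uneven in both lists that does not hold, so the test does not decide whether the directions are related. *PTMA*, *FGFR3*, *BASP1*, *DAB2* and *RNF34* fall outside the rule for named genes and were chosen after their values were seen. The size of the overlap was not tested, because the genes that could have been shared were not all named.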

Values the study reported

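The study reported an 87% knock-down of *ZNF554* in HTR8/SVneo cells and 185 DE genes in the silenced cells, of which 18 were among its placental DE genes in preeclampsia. It used a fold change over 1.5 and q < 0.1 as its cutoff. It listed 16 molecular functions and 67 biological processes as enriched. By qRT-PCR, another assay, the study reported the genes it followed in these cells as dysregulated, *CDKN1A* and *FSTL3* among them. For *FSTL3* and *SDC1* it reported an interaction between silencing and oxygen level. It also reported more PAI-1 and TIMP-3 protein in supernatants of silenced cells, and less migration and invasion. Proliferation of silenced HTR8/SVneo cells was 14% lower (p = 0.02). In BeWo cells, 123 DE genes were reported at a 74% knock-down.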

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

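The replicate block, cyclic loess, the prior variance trend, both detection filters, array weights, the pseudocount of 16 and the adjusted p under 0.05 kept the number of DE probes between 208 and 229, against 228. No DE probe changed direction under any of the other normalizations, backgrounds, pseudocounts, filters, models or left-out arrays. Leaving out each array in turn gave 230 to 284 DE probes, of which 197 to 221 were among the 228. Without normalization 777 probes passed (761 higher, 16 lower) and 12 named genes were lower, and the median log2 difference of all probes was 0.11. Median scaling gave 392 (353 and 39) and 34 lower named genes. With control replicate 1, the dimmest array, also left out (chosen after seeing the data), they were 251 (177 higher, 74 lower) without normalization and 274 (216 and 58) with median scaling, so that array accounts for part of the imbalance and the cause of the rest was not tested. Background correction with normexp gave 929 (531 and 398), as its construction widens the folds of dim probes, and a pseudocount of 50 lowered the higher probes to 83 and the higher named genes to 63. Without moderation 112 passed (60 and 52), and 94 named genes (47 higher, 47 lower), since each variance then rests on 6 arrays. Any fold gave 3601 (1867 and 1734), a fold over 2 gave 11 (9 and 2), and treat, which tests against a fold of 1.5, gave 13 (10 and 3), so few probes exceed 1.5-fold beyond their error. Of 1382 values of the 77 named probes under the planned settings (not thresholds or treat), 1272 kept their direction and their side of the threshold, 95 no longer passed, 14 newly passed, and 1 reversed, *HK2* without normalization (log2 fold change 0.0056). The overlap with placental DE genes was 16 genes without normalization, 15 with the filter on detection p under 0.05 or the replicate block, and 12 to 16 without each array, against 15. The exact binomial p of their shared direction, under the same assumption of equal odds, was at least 0.0768 in these settings. Replicate numbers did not pair the samples. Correlations of deviations from the group means were 0.10, 0.02 and 0.00 for the same number, control replicate 2 correlated best with silenced replicate 3 (0.16), and with the replicate block 229 probes passed. Among the tests added after seeing the data, camera's adjusted p for probes lower in silenced BeWo cells was 0.0042. The direction reversed without normalization (0.407) and without *ZNF554* siRNA replicate 1 (0.789), median scaling gave 0.706, and left-out arrays 2.99e-06 to 0.789. Camera with an estimated correlation gave an adjusted p of 0.464 and fry an adjusted p of 0.167. Set tests of gene lists, the *ZNF554* check and the overlap's Fisher test were not run. Signal over background limits dim probes, but 226 of the 228 DE probes were detected on all 6 arrays.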

Other observations

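The tests in this part were chosen after the results were seen, except the count over splits of the arrays and the test of position on the BeadChip. Genes of the BeWo choriocarcinoma line, a model of the villous trophoblast, offer a comparison on other arrays. Of the probes listed for silenced BeWo cells (69 higher, 64 lower), 23 were also DE here, where independent lists of detected probes would share 1.46, and 20 of the 23 had the same direction. Some genes have several of these probes, and by gene the direction was the same for 16 of 19. The shared genes that rose were led by *PTBP2*, *HIST1H2BK*, *PPP1R14B* and *DHX40*, and those that fell by *STK40*, *GAR1*, *LOC732360* and *TGOLN2*. *PTMA* and *RPL6* were higher here and lower in BeWo cells, and *TMTC3* was the reverse. *DHX40*, *TGOLN2*, *PTMA*, *RPL6* and *TMTC3* were named after their values were seen.

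As a group, the 69 probes higher in silenced BeWo cells had a mean log2 fold change of 0.19 ± 0.44 (SD over probes) here, with 45 of 69 above 0. Camera with a preset correlation gave an adjusted p of 6.29e-12, fry a p of 0.00356, but camera with an estimated correlation an adjusted p of 0.0897, so the group as a whole is not secure. Of the random lists matched on intensity 0% had a mean as high, which argues against probe brightness as the source. These lists were drawn probe by probe and ignore correlation between probes. Their shares, here and for the lower probes below, may thus overstate how rare such a mean is. The 64 probes lower in BeWo cells had a mean of -0.09 ± 0.38, a value reached by 0.08% of matched lists. Camera with a preset correlation gave an adjusted p of 0.0042, but its direction reversed without *ZNF554* siRNA replicate 1 (0.789), and with an adjusted p of 0.464 with an estimated correlation no group change is shown. Both cell lines were treated with siRNA against the same gene, so a shared response to the loss of *ZNF554* and an off-target effect of the siRNA may both give shared genes, and these data hold no second siRNA to separate them. In both lines the comparison was with scrambled siRNA, whose own effect cannot be separated here either.

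The number of DE probes was weighed against technical sources. The real split of the arrays gave 228 DE probes and the highest of the other 9 splits gave 0. Each other split mixes both groups, so a group difference of any source widens its spread and lowers its count. The comparison thus cannot separate the treatment from a technical difference between the groups. Also, 3 against 3 arrays make only 10 splits, too few for a share under 0.05, and only the real split (1 of 10) gave as many. A steady gradient along the BeadChip, where controls occupied positions A to C and silenced samples D to F, would give a step per position of 0.333 of the group difference, and the median within groups was 0.0032. Without the dimmer array of control replicate 1, 90.4% of the DE probes still passed. A change that sets in between positions C and D cannot be told apart from the treatment, as the groups were not mixed along the chip.

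*PTBP2* and *PTBP3* rose together, and the protein of their relative *PTBP1* is known to repress both. A loss of PTBP1 activity may link them, a hypothesis left untested because no *PTBP1* probe was named. *PTBP1* is thus not among the genes that the study selected on these arrays, which does not measure the activity of the protein. The other possibility weighed was cross-hybridization between the related mRNAs. Signal from *PTBP3* alone could not give the *PTBP2* probes a larger fold than *PTBP3* itself, yet the lowest bound of the *PTBP2* folds was 1.21 times the highest bound of the *PTBP3* folds, which argues against it. *PTBP3* probes reading *PTBP2* mRNA remains open, since their mean gain in intensity was 1.16 times that of the *PTBP2* probes and probes differ in affinity.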
